A study of Homo sapiens with 2 samples. Its data were reported in "LAST, a c-Myc-inducible long noncoding RNA, cooperates with CNBP to promote CCND1 mRNA stability in human cells" (2017).

How the data were processed

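Total RNA of HCT116 cells was extracted with phenol and chloroform 96 hr after lentiviral infection with control shRNA or LAST shRNA, and 1 library per group was made with a KAPA stranded RNA-seq kit. According to the submitters' processing notes, the tools were cutadapt, FastQC, HISAT2 and StringTie and the genome build was hg19; versions, settings and the use of strand in counting are not given in the sources used here. Per the file headers, the authors deposited FPKM values (fragments mapped to a gene, scaled to transcript length and library size) per gene, with the gene's position, strand and type. All 11420 records were of type protein_coding, for 11406 gene symbols, and 9 of them were copies on Y of pseudoautosomal genes. The higher value was at least 0.5 in every record, so less expressed genes were not analysed here. About 93.9% of the control shRNA values and 93.8% of the LAST shRNA values had more than 6 decimals, as sums or means of several values would; how transcripts were combined into genes is not stated. No counts were used, low values did not step by whole reads, and depth is therefore unknown, so no counting interval is given. Noncoding RNAs, among them LAST, were not analysed here.

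Libraries were assigned to groups by their titles, and both value columns of the table were used. The log2 ratio was log2(FPKM + 1) with LAST shRNA minus log2(FPKM + 1) with control shRNA, computed with no further scaling, and a gene was counted as lower at -0.58 or below and as higher at 0.58 or above, the scale of the study. With 1 library per group no test was possible. Gene lists were fixed before the data were examined (32 lists, each with at least 1 measured member). For each, members at an FPKM of at least 1 in a library were kept, with the record of highest mean per symbol, and the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from the same bin of mean log2 expression (20 bins). Another 4 lists were added after the fixed lists had been seen. For single genes, the share of the 500 genes nearest in mean expression with a ratio at least as far in the same direction was computed.

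Genes named in the text followed a rule set in advance. It took the genes that the study's text names, the 12 highest and 12 lowest log2 ratios among genes at an FPKM of at least 1 in both libraries, up to 8 genes per direction with the highest FPKM in 1 library and listed at 0 in the other, up to 4 members of each list with the largest and 2 with the smallest absolute ratio, and the members of the study's PCR panel. COG8 and PRICKLE4, which overlap named genes, PHGDH and MT-CO1 were named after their values were seen. Some genes that the rule takes are not reported here.

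Positions are those of the deposited table, in hg19. Exon structure came from GENCODE release 29, which is built on GRCh38 and was joined by gene identifier only; 11311 records (99.0%) matched. The largest exon's share was taken from the longest protein-coding transcript of a gene. By this annotation 109 records had 1 exon in every coding transcript, and 731 records overlapped another record of the table on the same strand.

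The counts of lower and higher genes were recomputed with pseudocounts of 0.1 and 0.5, with filters at an FPKM of 1 in either or both libraries, with 3 other scalings (median log2 ratio of 0, TPM, and equal upper quartiles), without genes listed at 0, without single-exon genes and at a threshold of 1. For list medians the pseudocounts, the scalings, the filter on both libraries and the omission of single-exon genes were run, and for CCND1, SOX9, NFE2L1, PDF, the G1 regulators and the neighbours of LAST the pseudocounts and scalings. Alternatives restricted to genes with a largest exon under 50% of the transcript, or without overlapping genes, and random lists matched also on the share of the largest exon, were added after seeing the data. The thresholds and the list percentiles were tested on simulated data in which 200 of 9990 genes were changed, with a log2 spread of 0.204 taken from well-spliced genes. Of 50 genes per size, 100.0% passed at log2 changes of 2 and -2, 96.0% at 1 and 78.0% at -1, since FPKM + 1 shrinks changes of low genes. Of 200 unchanged lists of 30 genes 6.00% lay outside the percentiles 2.5 to 97.5. These lists were drawn at random with a spread independent between genes, so a small share follows from the setup. It does not check the percentiles for lists of genes that vary together or spread more. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.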

Results

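mRNA-seq was performed in HCT116, a human colorectal carcinoma cell line, after infection with lentiviruses that carried either a control shRNA or an shRNA against LAST, a long noncoding RNA that is induced by c-Myc. RNA was taken 96 hr after infection. There were 2 libraries, 1 with control shRNA and 1 with LAST shRNA, so no difference given here has a replicate check, and no test, SD or p-value is given. The deposited table held 11420 gene records, all of protein-coding type, and in each of them the higher of the 2 libraries was at an FPKM of at least 0.5. Summed FPKM was 154798 with control shRNA and 155390 with LAST shRNA, and the median gene was at 5.20 and 5.25. The number of reads behind these values is unknown. Folds are ratios of FPKM. Every log2 ratio is log2(FPKM + 1) with LAST shRNA minus log2(FPKM + 1) with control shRNA, a scale that understates differences of weakly expressed genes. LAST itself, as a noncoding RNA, was not analysed here, so its level does not check the labels of the libraries.

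The comparison addressed which mRNAs depend on LAST, with CCND1 as the gene of main interest. CCND1, which encodes cyclin D1, the cyclin that drives cells from G1 toward S phase, was 1.72-fold lower with LAST shRNA, at an FPKM of 126 against 216 with control shRNA (log2 ratio -0.78). Of the 500 genes nearest to CCND1 in mean level, 3.40% had a log2 ratio as low or lower. SOX9, a transcription factor of intestinal progenitor cells, was at 16.1 with LAST shRNA and 24.6 with control shRNA (-0.59), just past the study's threshold of -0.58 and just short of it, at -0.578, with the upper quartiles of the libraries made equal. NFE2L1, a transcription factor that raises proteasome gene expression, was 2.05-fold lower, at 12.4 against 25.5 (-0.98). PDF, the mitochondrial peptide deformylase, was 9.47-fold lower, at 1.36 against 12.9 (-2.56). The study picked SOX9, NFE2L1 and PDF among mRNAs lowered in this sequencing and bound by CNBP. Their low ratios here were thus fixed by that choice and give no independent support. In separate measurements with actinomycin D, the study found shorter half-lives of these mRNAs after LAST knockdown. The PDF locus lies inside that of COG8 on the same strand, and reads of the 2 genes can be hard to separate; the COG8 records were at 3.27 and 5.40 with control shRNA and at 4.20 and 4.72 with LAST shRNA. In the largest exon of its longest coding transcript CCND1 held 77.9% of the transcript, SOX9 73.1%, NFE2L1 66.7% and PDF 51.7%, a feature that went with large ratios in both directions over the whole table, as given below.

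In hg19, the genome build named in the submitters' notes, CCND1 (ENSG00000110092.3_1) lay on chromosome 11 from 69455855 to 69469242 on the plus strand, and its end overlapped the weakly expressed antisense gene ORAOV1 (69467844 to 69490184; FPKM 1.57 with control shRNA and 2.44 with LAST shRNA). SOX9 (ENSG00000125398.5_1) lay on chromosome 17 from 70117161 to 70122561, and NFE2L1 (ENSG00000082641.15_2) on the same chromosome from 46125691 to 46138849, both on the plus strand. PDF (ENSG00000258429.1_2) lay on chromosome 16 from 69362524 to 69364498 on the minus strand. The annotation gives CCND1 5 exons, SOX9 3, NFE2L1 6 and PDF 2 in the longest coding transcript.

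The other genes examined around the G1 phase did not move together. MYC, the oncogene that encodes the activator of LAST, was 2.92-fold higher with LAST shRNA, at 141 against 48.3 (1.53), and 0.400% of the 500 genes nearest in level had a ratio as high. CCNE1, the cyclin partner of CDK2, was at 12.6 with LAST shRNA and 9.82 with control shRNA (0.33). CDK2 was at 15.4 and 20.3 (-0.38), and CDK4, the kinase partner of cyclin D1, at 31.9 and 36.5 (-0.19). CNBP, the nucleic acid binding protein that the study places with LAST on CCND1 mRNA, was at 95.5 and 89.5 (0.09). CCNB1, the mitotic cyclin B1, was at 88.0 and 98.3 (-0.16). Of the genes on chromosome 11 near LAST, DHCR7, a late enzyme of cholesterol synthesis, was 2.01-fold higher, at 20.3 against 10.1 (0.94). NADSYN1, an NAD synthetase, was at 2.14 against 1.46 (0.35). In replicated real-time RT-PCR of HCT116 cells, the study found no change of MYC, DHCR7 or NADSYN1 mRNA after LAST knockdown. It saw no change of their proteins on western blots either. Of the mRNAs tested there together with MYC (CCND1, CCNE1, CDK2 and CDK4), only that of CCND1 was significantly lower. The ratios given here rest on 1 library per group. Over 14 measured genes of the 11q13 neighbourhood the median log2 ratio was 0.07, at percentile 77.9 of random lists matched on mean expression, with DHCR7 above 0.58 and CCND1 below -0.58.

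Over the whole table, 672 gene records (5.88%) had a log2 ratio of -0.58 or below and 777 (6.80%) had one of 0.58 or above, while 9971 lay between. Among genes whose largest exon held under 50% of the longest coding transcript, 158 of 5116 were lower (3.09%) and 199 were higher (3.89%), an alternative chosen after seeing the data. With a pseudocount of 0.1 in place of 1 the counts were 999 lower and 1242 higher.

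**Figure D1:**
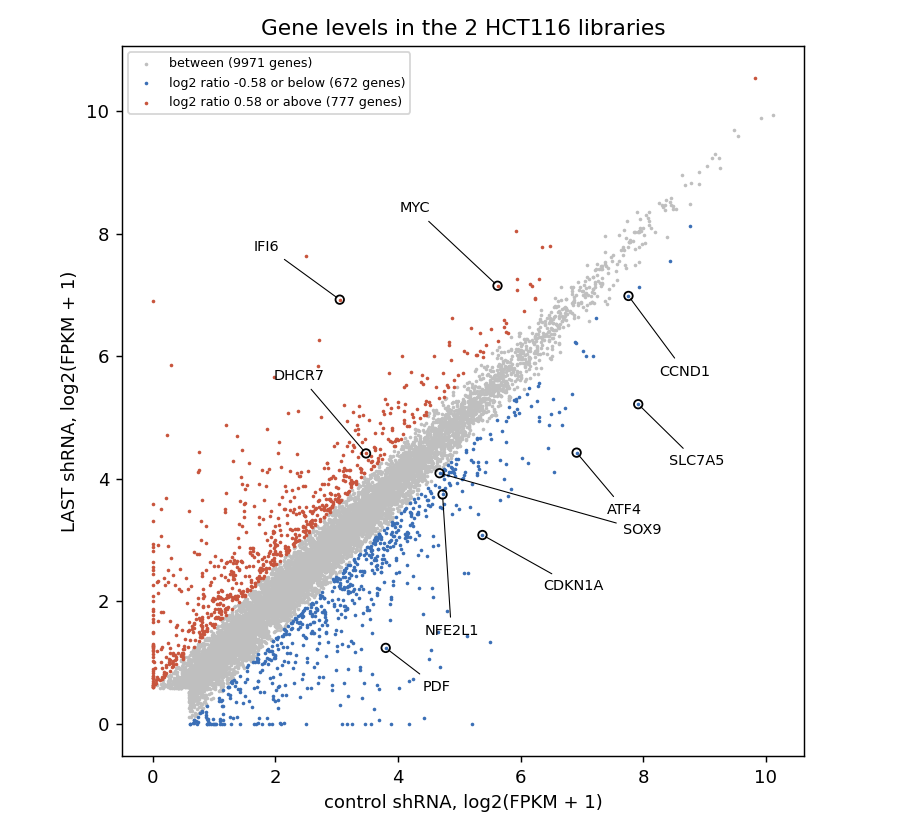
Each point is 1 gene record, with log2(FPKM + 1) in the control shRNA library on the x axis and in the LAST shRNA library on the y axis; colours mark the 672 records at or below -0.58 and the 777 at or above 0.58, and circles mark named genes. CCND1, SOX9, NFE2L1 and PDF lie below the diagonal and MYC, IFI6 and DHCR7 above it.

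Interferon-stimulated genes were higher with LAST shRNA. Of 26 measured members of the list, 21 had a log2 ratio of 0.58 or above, none had one of -0.58 or below, and all 26 were above 0. The median log2 ratio was 1.09, higher than in any of 10000 random lists of the same size and mean expression, a description of these libraries and not a test. IFI6, an interferon-induced mitochondrial protein, was 16.6-fold higher, at 121 against 7.28 (3.88). OAS3, a sensor of double-stranded RNA, was 3.64-fold higher, at 15.5 against 4.25 (1.65), and the ubiquitin-like protein gene ISG15 was 2.74-fold higher, at 220 against 80.3 (1.44). IRF1 and BST2 had the smallest ratios among members at an FPKM of at least 1 in both libraries, at 0.34 and 0.28. The genes of the RNA interference machinery stayed close together, with 0 of 13 past the threshold and a median of -0.06 (percentile 22.9). DROSHA was at 10.8 in both libraries and DICER1 at 9.61 with LAST shRNA and 9.65 with control shRNA.

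Genes of the amino acid and ATF4 stress response were lower. In the list of ATF4 and unfolded protein response genes, 9 of 28 measured members were at -0.58 or below, 0 were at 0.58 or above, and the median of -0.24 was lower than in any of the random lists. ATF4, the transcription factor of the response, was 5.83-fold lower with LAST shRNA, at 20.5 against 120 (-2.49). SLC7A5, the large neutral amino acid transporter, was 6.66-fold lower, at 36.2 against 241 (-2.70). ASNS, asparagine synthetase, was at 18.9 against 49.8 (-1.35) and SESN2, a leucine sensor, at 2.08 against 6.13 (-1.21). The 9 endoplasmic reticulum chaperones and folding enzymes in the same list, a class set after the values were seen, lay between -0.16 and 0.09, with HSPA5 at 200 against 204 (-0.03) and PDIA4 with a log2 ratio of 0.02. Among the 9 members whose largest exon held under 50% of the transcript, the median was -0.06 (percentile 37.4), and 5 of these 9 were below 0. Against random lists matched on exon structure as well, the whole list was at percentile 0.03.

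Genes of DNA replication and mitosis were slightly lower. In the S-phase list 40 of 43 measured genes were below 0, with a median of -0.32, and in the G2/M list 32 of 35 were below 0, with a median of -0.26; both medians were lower than in any of the random lists. Few of them passed the threshold: 4 S-phase genes were at -0.58 or below and 1 at 0.58 or above, and 2 and 0 in the G2/M list. RRM2, a subunit of ribonucleotide reductase, was 2.40-fold lower, at 38.3 against 91.8 (-1.24). CDT1, which licenses replication origins, was at 18.4 against 36.3 (-0.95); the replication genes ORC6 (-0.92) and GINS1 (-1.82) were also lower. HMMR (-0.71) and TOP2A, the replicative topoisomerase (-0.65), had the lowest ratios among the mitotic genes, and the mitotic kinase gene PLK1 was at 29.7 against 29.1 (0.03). Among 22 genes of the G1 cyclin and CDK machinery 5 were lower and 3 were higher past the threshold, with a median of -0.16 (percentile 0.780). CDKN1A, the CDK inhibitor p21, was 5.43-fold lower, at 7.48 against 40.6 (-2.29), E2F1 was at 6.89 against 16.7 (-1.17), and CDK6 was 3.65-fold higher, at 12.1 against 3.31 (1.60). With members restricted to a largest exon under 50% the G1 median was 0.24, on the other side of 0.

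Glycolysis and hypoxia genes and cholesterol synthesis genes were higher as groups. Of 29 glycolysis and hypoxia genes 9 were at 0.58 or above and 0 at -0.58 or below, with a median of 0.38. SLC2A1, the glucose transporter GLUT1, was 2.14-fold higher, at 60.5 against 28.2 (1.07), NDRG1 was at 16.7 against 8.16 (0.95) and ADM, adrenomedullin, at 9.99 against 3.87 (1.17), whereas the glycolytic enzyme gene ENO1 was at 350 against 356 (-0.03). Of 24 cholesterol synthesis genes 5 were higher and 1 was lower past the threshold, with a median of 0.32. HMGCS1, an early enzyme of the pathway, was 3.85-fold higher, at 51.9 against 13.5 (1.87), and MSMO1 was 2.13-fold higher, at 16.7 against 7.88, while IDI1 was at 9.69 against 18.8 (-0.89). Both medians were higher than in any of the random lists. Cytosolic ribosomal protein genes showed a small shift in 1 direction, with 70 of 77 above 0 and a median of 0.12, also above every random list; only RPL29 (2.12) passed the threshold, and many of these genes have processed pseudogenes that can share reads. The NRF2 and oxidative stress list had a median of 0.13 (percentile 98.9), with 3 of 22 genes higher and 1 lower past the threshold; it was at percentile 97.3 with a largest exon under 50%, just inside the central 95%. AKR1B10 (1.18), HMOX1 (0.87) and NQO1 (0.70) were higher and SLC7A11, the cystine transporter, was lower (-1.01).

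Heat shock and chaperone genes were lower, with 24 of 27 below 0, a median of -0.17 (percentile 0.290) and 2 members at -0.58 or below. HSPA8 was at 279 against 434 (-0.64) and CCT6A at 97.4 against 149 (-0.61), but HSPB1 was 2.46-fold higher (1.28). Proteasome subunits had a median of -0.12 (percentile 2.81) and moved to percentile 2.02 with a pseudocount of 0.1, outside the central 95%, as with 0.5 and with TPM; 1 of 31 was past the threshold, PSMA2 at 19.0 against 29.7 (-0.62). Wnt target genes had a median of 0.25 (percentile 98.9), with 3 of 13 higher and 2 lower past the threshold; AXIN2, a feedback inhibitor of the pathway, was at 7.60 against 4.01 (0.78), ZNRF3 was at 4.99 against 2.11 (0.94), and the 2 lower members were CCND1 and SOX9. The 5 Wnt targets with a largest exon under 50% had a median of 0.27 (percentile 96.3).

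The medians of 7 further lists lay well within those of random lists. They were 0.03 for 27 p53 targets (percentile 68.9), -0.06 for 40 MYC-target and ribosome biogenesis genes (17.2), 0.01 for 74 nuclear-encoded oxidative phosphorylation subunits (82.6), -0.05 for 41 RNA decay and RNA-binding genes (19.0), 0.02 for 27 epithelial junction and plakin genes (68.1), -0.03 for 14 mesenchymal and TGF-beta genes (32.8) and 0.03 for 16 common reference genes (69.9). Of the p53 targets 5 were lower past the threshold, among them TNFRSF10B, a death receptor (7.04 against 14.7, -0.97), and TRIAP1 was higher (2.08). B2M, a reference gene that interferons also induce, was 2.68-fold higher among these (1.35), and the transferrin receptor gene TFRC was lower (-0.91). The 4 measured intestinal differentiation genes had a median of -0.12 (percentile 18.6). Immediate-early genes had a median of -0.09 (percentile 8.58) but spread widely: IER3 was at 198 against 4.63 (5.15) and ZFP36 at 12.7 against 1.27 (2.59), while JUND was at 1.09 against 21.7 (-3.44). Of markers for other cell types, COL1A1 among 12 stromal genes (0.33), CD68 among 12 blood and immune genes (0.72) and ESAM among 7 endothelial genes (0.12) were the only ones at an FPKM of at least 1. Of 8 neural genes, a class that HEK293T cells also express, ENO2 (0.47) and TUBB3 (1.58) were measured, with a median of 1.03 (percentile 98.6); ENO2, the one with a largest exon under 50%, was alone at percentile 92.7.

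**Figure D2:**
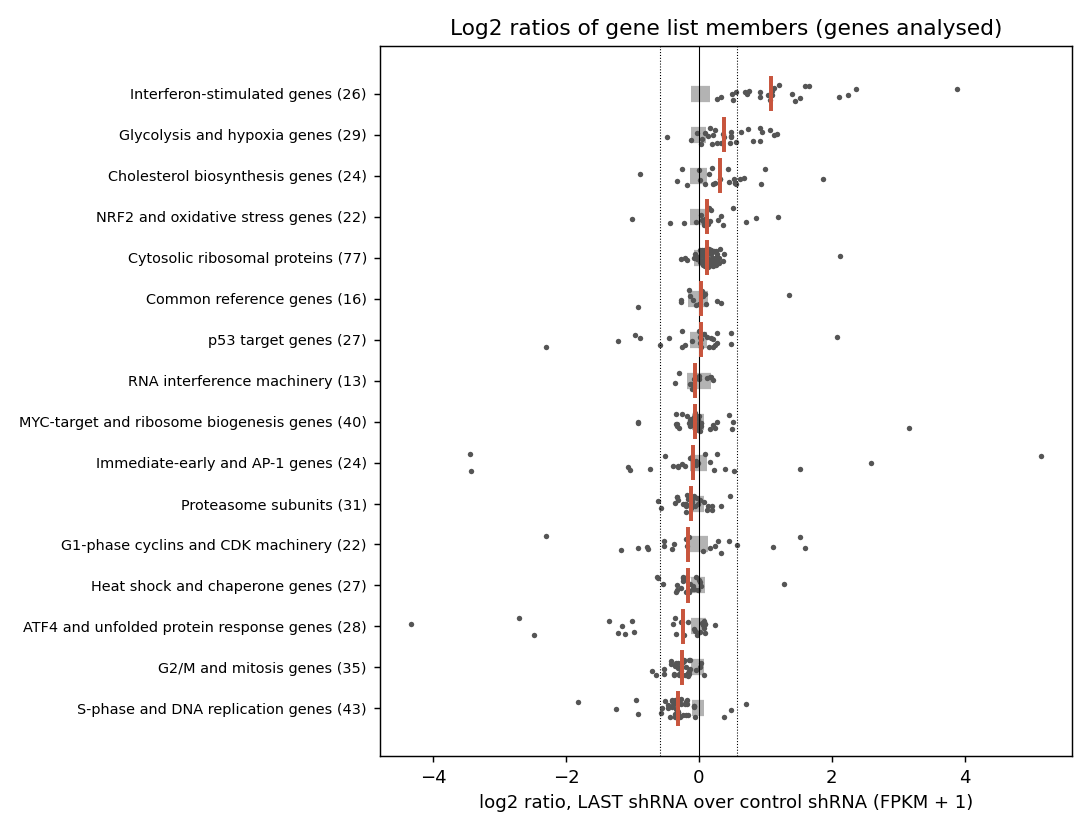
Log2 ratios (x axis, LAST shRNA over control shRNA) of the measured members of 16 of the fixed gene lists, with the number of genes in brackets; each point is 1 gene, the red bar is the list's median and the grey band holds the medians of 95% of random lists matched on mean expression. The interferon-stimulated genes lie farthest to the right, with a median of 1.09, and the S-phase genes have the lowest median at -0.32; dotted lines mark -0.58 and 0.58.

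The highest and lowest single genes were mostly genes with few exons. Among genes at an FPKM of at least 1 in both libraries, the 12 lowest ratios included those of PRNP (44.3 with control shRNA and 1.54 with LAST shRNA, -4.16), MSX1 (-3.68), JUND, MRPL57 (-3.33), SOX4 (-3.16), RNF11 (-2.96), SLC7A5, MZT1 (-2.62), CMTM6 (-2.61), PDF and CBX6 (-2.51). The 12 highest were those of IER3, IFI6, LRRC58 (28.4 with LAST shRNA and 1.28 with control shRNA, 3.69), AHNAK (49.7 and 2.95, 3.68), MARCKSL1 (3.55), MYADM (3.33), RRS1 (3.16), NCBP2-AS2 (3.01), MRFAP1L1 (2.98), DPM3 (2.95), DYNLL2 (2.88) and CDCA4 (2.75). JUND, SOX4, IER3, RRS1, NCBP2-AS2 and DPM3 have 1 exon in the longest coding transcript. In the fixed list of single-exon genes 6 of 27 were higher and 4 were lower past the threshold, with a median of 0.27 (percentile 99.99), and the median of the 3 members left without those that have 1 exon in every coding transcript was -0.02.

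The share of genes past the threshold grew with the part of the transcript held by the largest exon, in both directions alike. Where the largest exon held under 20% of the longest coding transcript, 1.09% of 826 genes were lower and 1.82% were higher. From 40% to 60% the shares were 5.67% and 6.35% of 3195 genes. From 60% to 80%, the class of CCND1, SOX9 and NFE2L1, they were 7.04% and 8.28% of 2827 genes. At 90% or more they were 12.57% and 14.97% of 668 genes. The median log2 ratio was 0.00 in the first of these classes and 0.04 in the last, while the SD across genes was 0.25 and 1.06.

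**Figure D3:**
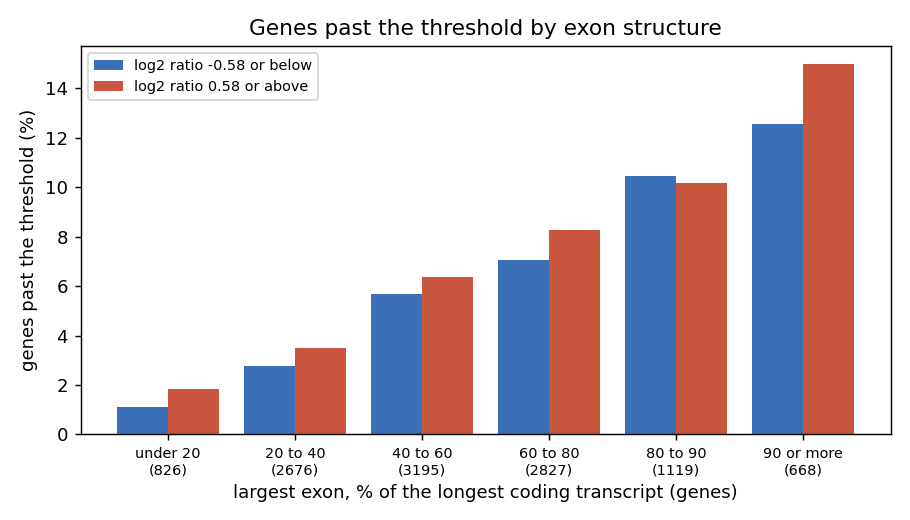
Share of genes (y axis, %) with a log2 ratio at or below -0.58 or at or above 0.58, by the percentage of the longest coding transcript that its largest exon holds (x axis, with the number of genes in brackets). Both shares are lowest under 20%, at 1.09% and 1.82%, and highest at 90% or more, at 12.57% and 14.97%.

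Several genes were listed at 0 in 1 library, where no fold can be given and a failed estimate cannot be excluded. At an FPKM of at least 5 with control shRNA, 8 genes were listed at 0 with LAST shRNA, namely TOMM6 (36.0 with control shRNA), CSNK2A3 (17.2), CHMP1B (13.7), THAP11 (10.8), ATXN7L3B (10.1), UBQLN2 (8.54), RBM15B (7.95) and C6orf47 (7.51). All of them but TOMM6 have 1 exon in the longest coding transcript. TOMM6, a subunit of the mitochondrial import pore, overlaps PRICKLE4 on the same strand, and PRICKLE4 was at 18.1 with LAST shRNA and 1.96 with control shRNA. In the other direction 7 genes were listed at 0 with control shRNA and at 5 or more with LAST shRNA: MT-ND2 (119), EID2 (11.1), DOLK (8.98), RNF208 (6.63), PRMT6 (6.43), ZNF524 (6.09) and SOWAHC (5.26). The highest gene below that minimum was SPIN4 (4.93). Of 13 mitochondrially encoded genes, MT-ND2 and MT-ND5 (1487 with LAST shRNA and 910 with control shRNA, 0.71) were the only ones at an FPKM of at least 1. Their median log2 ratio of 3.81 rests on the 0 listed for MT-ND2, and MT-ND5 alone was at percentile 96.5; MT-CO1, normally among the most abundant transcripts of a cell, was listed at 0.451 and 0.565. The 4 measured replication-dependent histone genes, which have near-identical copies, had a median of 0.89 (percentile 99.7). HIST3H2A, the only one at an FPKM of at least 1 in both libraries, was at 9.37 against 5.94 (0.58, percentile 92.9), and without those that have 1 exon in every coding transcript the median of the 2 left was 0.10 (percentile 56.7).

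The study lists PCR primers for a panel of genes without saying how all of them were chosen. SOX9, NFE2L1 and PDF in the panel were picked among genes lowered in these libraries, so the panel is not independent of the libraries. Of 19 measured members 12 were at -0.58 or below and 2 at 0.58 or above, with a median of -0.98. Besides the genes named above, CEBPG, a partner of ATF4, was at 0.0654 with LAST shRNA and 20.4 with control shRNA, C16orf91 at 0.658 and 18.0, and VMA21 at 0.628 and 17.1. The plakin genes PLEC (0.78) and EPPK1 (2.08) were higher, and GDF15 (0.48), MYH9 (0.13), DLG5 (0.00), PRKDC (-0.16) and PPL (-0.44) lay between the thresholds. In 15 of the 19 members the largest exon held at least 50% of the transcript, as it did in 54.8% of all matched records. The median of the other 4 (PLEC, DLG5, MYH9 and PRKDC) was 0.07. All 4 were above -0.58, so their median tells nothing about the lowered members. Among the 11 genes of the knockdown PCR list, some of them picked from these libraries, 2 were higher and 4 lower past the threshold, with a median of -0.19 (percentile 2.79); the 4 with a largest exon under 50% had a median of 0.34 (percentile 98.8), on the other side of 0.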

Values the study reported

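The study reported 667 genes downregulated after loss of LAST with a cutoff of 0.58 on the log2 scale. Between the genes lowered by LAST knockdown and those bound by CNBP it found an overlap of 225 genes, of which 75 passed a CNBP enrichment of 4-fold over input. For CCND1 mRNA it measured a half-life of 5 hr in control cells and of 3 hr when LAST was knocked down.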

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

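The alternatives with a largest exon under 50% of the transcript and without overlapping genes were chosen after seeing the data. A count was taken as kept within 1.5 times of the main value, and a log2 ratio or median as kept if it moved by less than 0.58. Many list medians were smaller than that, so a median could reach 0 or change sign and still count as kept. With a largest exon under 50% the ATF4 list went from -0.24 to -0.06. The knockdown PCR list went from -0.19 to 0.34. Both counted as kept. The log2 ratios of CCND1, SOX9 and NFE2L1 kept their direction and moved by less than that under both pseudocounts and all 3 scalings, although SOX9 fell short of the threshold with equal upper quartiles; that of PDF was -3.15 with a pseudocount of 0.1, since the smaller pseudocount shrinks its low value less. Among genes with a largest exon under 50% of the transcript 158 were lower and 199 higher, from fewer genes and from smaller shares of them (3.09% and 3.89%), and at a threshold of 1 the counts were 286 and 318. The number of higher genes was 1242 with a pseudocount of 0.1 and 1198 with TPM, whose larger values lessen the weight of the pseudocount. Genes listed at 0 with LAST shRNA numbered 22 where the other library had to reach an FPKM of 1 and 5 where it had to reach 10; with control shRNA at 0 the numbers were 31 and 2.

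In 3 of 319 comparisons for list medians and 7 single genes (without CCND1, SOX9, NFE2L1 and PDF) a value past the threshold, or a median outside the central 95% of random lists, changed sign; of the others 312 stayed within 0.58 of the main value and 4 did not. Of 32 fixed lists 16 lay outside, and the median of 3 of these changed sign, as did that of 6 of the lists inside. The 16 include the PCR panel, which is not independent of these libraries. They also include short lists, such as the 2 mitochondrially encoded genes and the 4 histone genes. With a largest exon under 50% the G1 machinery was at 0.24 and the PCR panel at 0.068, both from fewer members, and the list of single-exon genes was at -0.016 once single-exon genes were left out, which leaves fewer of its members. Of the 16 lists 7 stayed outside on the same side under every setting run. The scalings test this little, since they move a list and its random lists nearly alike. With a largest exon under 50% 3 lists had no members left, and without single-exon genes 1 list had none. No scaling moved the median log2 ratio of all genes by over 0.1. No paired analysis was possible because each group has 1 library. Depth is unknown, so its effect on single genes was not examined.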

Other observations

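Further gene groups, added after the fixed lists had been seen, extended some of the patterns above. Of 13 measured antigen presentation genes all were above 0 with LAST shRNA, with a median log2 ratio of 0.35, although only TAP1, the peptide transporter, passed 0.58 (9.86 against 5.07). HLA-B was at 38.4 with LAST shRNA and 26.2 with control shRNA (0.53) and HLA-E at 41.9 and 28.9 (0.52); these genes have close paralogs that can share reads. Cytosolic aminoacyl-tRNA synthetase genes were below 0 in 17 of 20 cases, with a median of -0.28, and YARS (16.8 against 29.4), MARS (21.2 against 33.3) and AARS (log2 ratio -0.63) were below -0.58. Other amino acid transporter and synthesis genes had a median of -0.20 (percentile 0.630; -0.07 and 27.5 with a largest exon under 50%) and went both ways, with GOT1 at -0.89 and the arginine transporter SLC7A1 at 1.54. Lysosome and autophagy genes had a median of 0.06 (percentile 86.5), with LAMP1 at 0.69.

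The weighing below rests on tests chosen after the results were seen for exon structure, low expression and scaling; those on overlapping genes, antigen presentation genes and tRNA synthetases were set before their results were seen. Genes in which 1 exon holds most of the transcript moved in both directions. Within 5 bands of mean expression, genes with a largest exon of 80% or more had odds of passing 0.58 in either direction 4.98 times those of genes under 40% (95% interval 4.12 to 6.02 across genes, which are not replicates), which restates the pattern and does not explain it. Low expression alone is argued against, since in the lowest band the share past 0.58 was 4.92 times higher (27.3% against 5.55%). In the highest band, which holds CCND1, SOX9 and NFE2L1, the share was still 2.05 times higher (11.3% against 5.53%). Of genes past 0.58 with a largest exon of 80% or more, 8.43% overlapped another record of the table on the same strand. Of those not past it, 6.12% did. Reads moving between such records thus do not account for most of these genes. Overlap with genes that have no record, or on the other strand, was not examined. The way transcripts with few splice junctions were assembled and counted stays open, as do short-lived mRNAs with few exons; neither was tested. CCND1, SOX9, NFE2L1 and PDF have a largest exon of over 50%. CCND1, SOX9 and NFE2L1 belong to the class of 60% to 80%, where 7.04% of genes were lower and 8.28% higher. Over the whole table these shares were 5.88% and 6.80%. PDF, at 51.7%, belongs to the class of 40% to 60%. With 5.67% and 6.35%, that class did not exceed the whole table. The part over 50% is wide, since 54.8% of matched records have a largest exon of at least 50%. The comparison of 80% or more with under 40% includes none of CCND1, SOX9, NFE2L1 and PDF.

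Of the fixed lists with more than 2 measured members, the interferon-stimulated genes had the median farthest from 0. Exon structure is argued against, since the median of members with a largest exon under 50% was 1.13. A single scaling factor moves all genes alike, so it cannot set this list apart from random lists of the same expression. The central 95% of those reached up to 0.17, which restates the percentile of the list and is no further test. The antigen presentation genes, set as a check before they were looked at, had a median at percentile 99.97 of random lists, which is consistent with an interferon-type response in the LAST shRNA culture. Whether this came from the loss of LAST, from this shRNA sequence or from a difference in virus dose between the cultures was not tested, since there is 1 shRNA and 1 library per group.

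Split after the values were seen, the ATF4 group had a median of -0.97 in its 7 amino acid synthesis and transport genes, of 0.02 in its 9 chaperones and folding enzymes and of -0.36 in the 12 other members. A single scaling factor moves all genes alike, so it cannot set this list apart from random lists of the same expression. The central 95% of those reached down to -0.12, against -0.24 for this list, which restates its percentile and is no further test. Exon structure as the whole cause is argued against by the list's percentile of 0.03 among random lists with the same exon structure. The interferon list was judged by another measure, the median of members with a largest exon under 50%. For the ATF4 list that median was -0.06, which by itself would not argue against exon structure. The percentile was put in its place after it had been seen. The 9 members with a largest exon under 50% do not decide, as ASNS and PHGDH were below -0.58 and 4 members, chaperones of the endoplasmic reticulum, were above 0. The tRNA synthetase genes, many of them ATF4 targets and nearly all well spliced, had a median at percentile 0.01 of random lists. Lower ATF4 activity in the LAST shRNA culture would fit this, a hypothesis found and tested on the same pair of libraries. The other amino acid transporter and synthesis genes were less clear, with 11 below 0 and 7 above 0. Their median of -0.20 (percentile 0.630) was -0.07 (percentile 27.5) with a largest exon under 50%.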
